A study of Mus musculus with 9 samples. Its data were reported in "Effects of Human Adipose Tissue-Derived and Umbilical Cord Tissue-Derived Mesenchymal Stem Cells in a Dextran Sulfate Sodium-Induced Mouse Model" (2019).

How the data were processed

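Total RNA of the middle colon from 3 control, 3 AD-MSC and 3 UC-MSC mice with DSS colitis was made into stranded total RNA libraries (SMARTer Stranded Total RNA-Seq, Pico Input) and sequenced on an Illumina HiSeq2500. The authors left out samples with an RNA integrity number under 7. The labels call the libraries of a group biological replicates. The submitters' processing notes name bcl2fastq 1.8.4, DESeq and the mouse build GRCm38/mm10, and the study's methods name the Strand NGS software. The aligner and whether strand was used in counting are not given in the sources used here, so a gene and its antisense neighbour could not be told apart.

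The deposited table had 38087 genes and held only averages: for each group 1 column of raw reads and 1 of log2 normalized reads, both made by the authors. Values of single libraries were not used here. The raw column was a geometric mean of reads over those libraries of a group that had reads, and it was blank where none had. Some raw values were below 1, and why was not tested. The log2 column was the authors' mean, over the 3 libraries of a group, of log2 of reads divided by a size factor, with values under 1 normalized read set to 1 before averaging. This was worked out from the values. Above 50 raw reads, log2 of the raw value minus the log2 normalized value was 1 constant per group, within 0.001, for 99.97% of genes in control, 99.96% in AD-MSC and 99.79% in UC-MSC. Genes with reads in 1 or 2 libraries departed from the constant by amounts that gave each library's size factor, within 0.002. The size factors, in no known order, were 0.720, 1.41 and 1.46 in control, 0.893, 1.47 and 1.51 in AD-MSC, and 0.538, 0.727 and 0.938 in UC-MSC. Reads were found for 28695 genes in control, 27949 in AD-MSC and 26295 in UC-MSC. The table had 0 rows on the mitochondrial chromosome. Gene positions are those of the table. Of its rows, 95.33% had an identifier in GENCODE M21, and 99.76% of these overlapped that gene.

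A test between groups had been planned on single libraries before the data were examined. With 1 mean per group no such test could be run, and no standard deviation, p-value or adjusted p-value was computed. Instead, log2 group means were subtracted for AD-MSC against control, UC-MSC against control, UC-MSC against AD-MSC and the mean of both MSC groups against control. Genes with a mean of at least 10 normalized reads over the groups compared were kept, 15040 over all 3 groups, of which 14946 had reads in every library of every group. The depth gives a lower limit to the error of a log2 difference, called the smallest counting error, from the square root of 1/(3 × raw reads) summed over both groups. It covers counting error only and was given only where all 3 libraries of both groups had reads. Its median was 0.10 for AD-MSC and 0.11 for UC-MSC against control.

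A total of 62 gene lists of pathways, cell types and RNA quality were written before the data were examined, and 58 had at least 3 genes with a mean of at least 10 normalized reads. A list's median log2 difference was placed among 10000 random lists of the same size, drawn within 100 ranks of each member's mean expression. The percentile describes these group means and is not a p-value. Lists close to a limit of the range can pass it with another random draw. Lists share some members. The rule for naming genes had asked for the 10 genes with the greatest difference in each direction among genes that passed a test. Since no test was possible, it was changed after the table was seen to the 10 greatest differences of at least 2-fold in each direction, with reads in all 3 libraries of the higher group, leaving out predicted genes, clones, pseudogenes and small RNAs. The genes that the study named, and up to 4 members with the greatest difference in each list described, were added. Some genes that meet these rules are not reported here. Of the 50 genes named by size, 11 lay at the same place as another gene of the table, and *Hspa1a*, *Hspa1b*, *Cyp2c65*, *H2-T3*, *Ang4*, *Sprr2h* and *Ugt1a9* belong to families of like sequence, so their values are less certain.

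The steps were tested on simulated data for AD-MSC against control, averaged as in the table, with 13721 genes compared. The simulated dispersion was 0.05 from 20 normalized reads up and 2 below. Size factors came back within 0.001, and the number of libraries with reads was right for 98.58% of control genes and 97.92% of AD-MSC genes for which it was resolved. Of 107 genes made different by 1.5 on the log2 scale, 97 were found at 2-fold, and of 93 made different by 2, 93 were found. Of the unchanged genes, 409 (3.025%) also reached 2-fold. Of 100 unchanged lists of 20 genes, 5 lay outside the random range, and of 100 lists raised by 0.5, 100 lay above it. The simulated genes varied independently of each other. The simulation therefore cannot show how often lists of genes that vary together between mice leave the range with no effect. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. The alternatives were median-centring, quantile normalization, no filter and pseudocounts of 0.1 and 10, planned before the data were examined, and scaling to equal totals, a minimum mean of 50, genes with reads in every library and protein-coding genes alone, chosen after.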

Results

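RNA of the middle colon was sequenced from mice with colitis that had received mesenchymal stem cells (MSCs) into a vein 1 day before. Colitis had been induced by dextran sulfate sodium (DSS), a detergent-like salt that damages the colonic epithelium when given orally. The mice received human adipose tissue-derived MSCs (AD-MSC), human umbilical cord tissue-derived MSCs (UC-MSC) or phosphate-buffered saline alone (control). Each of the 3 groups had 3 libraries, 9 in all. The values compared were the authors' group means of log2 normalized reads, 1 value per gene and group. No spread between mice could therefore be computed, no p-values are given, and none of the differences below has a replicate check. The summed raw group means were 7.30e+06 reads in control, 8.22e+06 in AD-MSC and 5.03e+06 in UC-MSC. Differences are given as log2 differences or folds of group means, and gene positions are on mouse GRCm38/mm10. A gene list was called outside the random range when its median lay outside the central 95% of 10000 random lists matched on expression.

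B cell genes were far lower in AD-MSC colons than in control colons. All 15 measured B cell genes had lower values, 14 of them by at least 2-fold, and their median log2 difference of -2.43 lay below all 10000 random lists. The median was -1.43 with a pseudocount of 10 and -1.84 with only genes that had reads in every library, again below all random lists, and too few genes were left at a minimum mean of 50. *Faim3*, the IgM Fc receptor, had 25.8 normalized reads in control and 1.65 in AD-MSC, 15.7-fold lower, and *Tnfrsf13c*, the BAFF receptor, was 14.1-fold lower. *Cd79a* and *Cd79b*, the signalling chains of the B cell receptor, were 9.24-fold and 10.1-fold lower. *Pax5*, the transcription factor of B cell identity, was 9.03-fold lower, and the complement receptor gene *Cr2* was 7.95-fold lower. For *Faim3*, *Tnfrsf13c*, *Cd79b* and *Pax5*, and for *Ccr6*, *Hoxd10* and *Pydc3* below, values under 1 normalized read had been set to 1 in AD-MSC before averaging, so these folds are understated. Plasma cell genes had a median of -0.65, with *Ighm* 5.06-fold lower. Plasma cell genes moved inside the random range, at percentile 3.95, when only genes with a mean of at least 50 reads were kept. T cell genes had a median of -0.55, with 6 of 9 lower and 3 higher, and *Lef1* and *Tcf7* were 3.22-fold and 2.53-fold lower. T cell receptor signalling, regulatory T cell and T helper 17 lists lay inside the random range, with medians of -0.05, -0.23 and 0.26. Lymphoid follicle genes had a median of -0.48, with 8 of 9 lower, and a median of -1.496 with no filter or -0.73 with reads in every library. Macrophage genes had a median of 0.06, inside the random range.

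**Figure D1:**
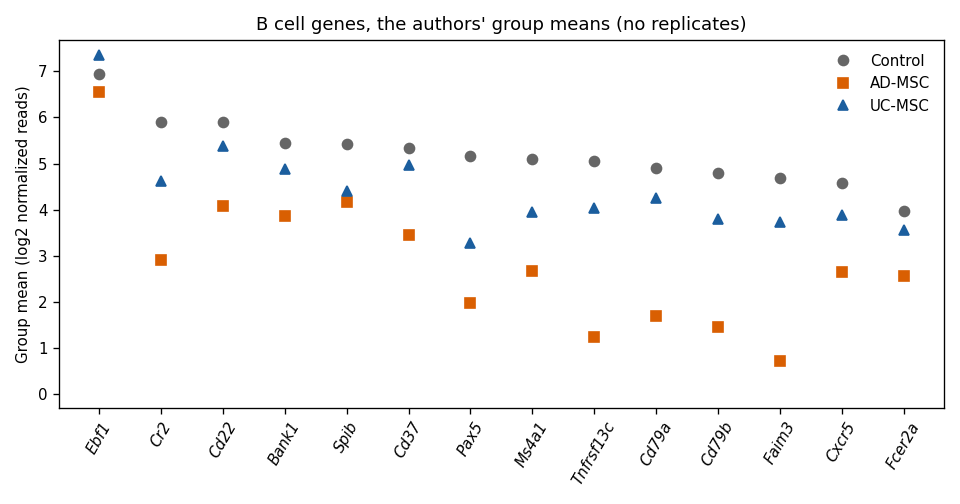
Group means of 14 B cell genes in control (circles), AD-MSC (squares) and UC-MSC (triangles), in log2 normalized reads on the vertical axis, with no error bars because 1 mean per group was used. *Faim3* had log2 values of 4.69 in control, 0.72 in AD-MSC and 3.73 in UC-MSC.

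Markers of position and of other tissues differed along with the B cell genes. The list of Hox genes that pattern the colon had a median of -0.94 in AD-MSC, with 5 of 7 lower, and of -0.53 with reads in every library. *Hoxd13* and *Hoxd10*, expressed towards the rectum, were 3.44-fold and 4.29-fold lower. Erythrocyte genes had a median of -1.14, with the globin gene *Hbb-b1* 3.57-fold lower. Adipocyte and mesothelium genes had medians of -0.32 and -0.52. *Plin1*, which coats fat droplets, was 5.74-fold lower, and *Msln*, a mesothelial surface protein gene, was 5.84-fold lower. Cytosolic ribosomal protein genes had a median of -0.32, with 29 of 30 lower, and nuclear genes of oxidative phosphorylation had a median of -0.21, with all 25 lower. Both lists had been written as measures of RNA quality.

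Stress and growth factor response genes were also lower in AD-MSC. All 19 heat shock and proteostasis genes had lower values, with a median of -0.69, and *Dnajb1* was 2.67-fold lower. All 17 genes of the unfolded protein response were lower, with a median of -0.63, and *Creld2* and *Dnajb9* were 2.03-fold and 1.84-fold lower. EGFR ligands and targets had a median of -0.54. Among them the ligand genes *Areg* and *Hbegf* were 2.66-fold and 2.35-fold lower, although 9 of the 23 genes were higher. Immediate early genes, which respond to growth signals within minutes, had a median of -0.52, and *Fosb* was 2.98-fold lower. Of 25 TNF and NF-kB targets, 21 were lower, with a median of -0.27. Inflammatory cytokine and chemokine genes had a median of -0.60, which was -1.11 with a minimum mean of 50 and -0.46 with a pseudocount of 10. The neutrophil attractants *Cxcl5* and *Cxcl1* were 3.91-fold and 3.22-fold lower, and *Il1b* was 2.16-fold lower. Cholesterol biosynthesis genes had a median of -0.36, with 18 of 20 lower.

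Interferon-stimulated genes were higher in AD-MSC, with 24 of 27 higher and a median of 0.45. *Rsad2* and *Ifit2*, both antiviral effectors, were 2.28-fold and 2.26-fold higher. PPAR targets and genes of fatty acid oxidation had a median of 0.25, and of 0.16 with a minimum mean of 50. *Pdk4*, which restrains glucose oxidation, was 2.59-fold higher. Pericyte and collagen genes had medians of 0.28 and 0.14. Among single genes, the cytochrome P450 gene *Cyp2c65* was 9.13-fold higher and *Ido1*, which degrades tryptophan, was 6.56-fold higher. *H2-T3*, *Cplx1*, *Adra2a*, *Pcyt1b*, *Nrgn*, *Kcnh3* and *Sptssb* were between 4.08-fold and 5.94-fold higher, with 1 control library of *Pcyt1b* at the floor. On the lower side, the antimicrobial ribonuclease gene *Ang4* was 11.5-fold lower, the keratin gene *Krt36* 10.2-fold lower and *Pydc3* 7.24-fold lower.

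Of 14960 genes with a mean of at least 10 normalized reads in this comparison, 253 were at least 2-fold higher and 300 at least 2-fold lower in AD-MSC than in control. Of these 553 genes, 515 had a 95% counting interval that left out 0. This is no check on them, because at this minimum mean a 2-fold difference exceeds its counting interval nearly by construction. Genes with no interval were counted as not leaving out 0. The interval does not cover the variation between mice. The 553 genes were 3.70% of those compared. In simulated data 3.025% of unchanged genes reached 2-fold. That share was set by the assumed dispersion, which was 0.05 from 20 normalized reads up and 2 below. It is therefore no estimate of how many of the 553 genes were unchanged. Of 58 gene lists, 4 lay above and 17 below the random range.

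Genes of myeloid cells and of the extracellular matrix were higher in UC-MSC colons than in control colons. Neutrophil genes had a median log2 difference of 1.57, with all 6 measured genes higher, and *Ltf* and *Csf3r* were 3.50-fold and 3.08-fold higher. Macrophage and monocyte genes had a median of 1.11, with 19 of 20 higher. The monocyte chemokine receptor gene *Ccr2* was 3.62-fold higher and the Fc receptor gene *Fcgr3* was 3.16-fold higher. Matrix metalloproteinases and their inhibitors had a median of 1.14. *Mmp13*, a collagenase gene, had 21.1 normalized reads in control and 185 in UC-MSC, 8.80-fold higher. *Mmp10*, *Timp1* and *Mmp3* were 6.11-fold, 4.01-fold and 3.60-fold higher. All 32 collagen and matrix genes were higher, with a median of 0.95, and *Tnc* and *Col3a1* were 2.58-fold and 2.34-fold higher. Complement genes had a median of 0.94, with *C3ar1* 3.47-fold and *C7* 3.46-fold higher and the adipocyte-derived factor gene *Cfd* 3.25-fold lower. Coagulation and fibrinolysis genes had a median of 0.81, with 14 of 15 higher.

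Stromal markers were higher in the same group. Fibroblast genes had a median of 0.82 with all 20 higher, and *Grem1*, a secreted BMP antagonist gene, was 3.80-fold higher. Pericyte, endothelial, lymphatic endothelial and smooth muscle genes had medians of 0.86, 0.77, 0.59 and 0.64. TGF-beta signalling genes had a median of 0.49, with *Inhba* 5.26-fold and *Bmp4* 2.93-fold higher. Integrin and focal adhesion genes had a median of 0.53, and enteric neuron genes had a median of 0.52. Colonocyte genes had a median of 0.06, inside the random range. Interferon-stimulated genes had a median of 0.48, with 24 of 27 higher, and *Gbp2* was 2.09-fold higher. The barrier list had a median of 0.40 (0.27 when scaled to equal totals), with *Reg3b* and *Saa3* 5.09-fold and 4.22-fold higher. *Reg4* of the same list was 8.21-fold lower. The barrier list moved inside the random range when only genes with reads in every library were kept, at percentile 95.2, and with a minimum mean of 50, at percentile 96.45.

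Several lists were lower in UC-MSC. Heat shock genes had a median of -1.02. *Hspa1b* had 2241 normalized reads in control and 303 in UC-MSC, 7.40-fold lower, and its near-identical neighbour *Hspa1a* was 10.2-fold lower. Adipocyte genes had a median of -0.96 and mesothelium genes a median of -1.14, with *Plin1* 4.29-fold and *Lrrn4* 5.13-fold lower. The mesothelium median was -0.70 with a pseudocount of 10 and -0.66 with reads in every library. B cell genes had a median of -0.96, which was -0.62 with a pseudocount of 10 and -0.60 with reads in every library, and *Pax5* was 3.70-fold lower. Cell cycle genes had a median of -0.54 (-0.83 with a minimum mean of 50), with 27 of 30 lower, and *Bub1* and *Ccnb1*, both mitotic genes, were 3.33-fold and 2.84-fold lower. Histone genes had a median of -0.40. Ribosomal protein genes had a median of -0.48, with 29 of 30 lower, and oxidative phosphorylation genes had a median of -0.51, with all 25 lower. The histone, ribosomal protein and oxidative phosphorylation lists had been written as measures of RNA quality. A difference in RNA or library quality between the groups was not tested.

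*Arg1*, arginase, was 18.4-fold higher from 1.69 normalized reads in control. *Dio2*, which activates thyroid hormone, was 9.36-fold higher, *Cyp2c65* 8.59-fold higher and the retinaldehyde dehydrogenase gene *Aldh1a3* 7.26-fold higher. *Trim29* and *Lgi2* were 9.28-fold and 7.29-fold higher. The pancreatic enzyme genes *Ctrb1*, *Cel* and *Pnliprp2* were 23.7-fold, 13.5-fold and 11.5-fold higher, and other pancreatic genes had reads in 1 UC-MSC library only. *Otc*, an enzyme of the urea cycle, was 11.7-fold lower, and *Nxpe2* was 8.97-fold lower. The glutathione transferase gene *Gsta3*, the manganese transporter gene *Slc30a10* and the NADPH oxidase gene *Nox1* were 7.65-fold, 7.57-fold and 6.51-fold lower. *Ccl20*, whose product is the ligand of CCR6, was 6.50-fold lower, and *Cdo1* was 6.31-fold lower. The folds of *Arg1*, *Ctrb1*, *Cel*, *Trim29*, *Otc*, *Lrrn4* and *Reg3b* are understated, because values under 1 normalized read had been set to 1 in control or UC-MSC.

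Of 15026 genes compared, 765 were at least 2-fold higher and 399 at least 2-fold lower in UC-MSC, so that 65.7% of the 2-fold differences were higher. When the groups were scaled to equal totals of normalized reads, 520 were higher and 581 lower, so that 47.2% were higher. These totals include very abundant genes that were higher in UC-MSC. Among them, *Lars2* had a log2 value of 15.055 in control, with differences of 1.07 in AD-MSC and 2.12 in UC-MSC. The small RNA genes *Mir5105* and *Mir5109*, at 15.136 and 12.314 in control, were higher too. Their differences were 1.21 and 1.59 in AD-MSC and 2.16 and 2.555 in UC-MSC. Whether these reads came from the named genes themselves was not tested. The cause was not tested. Of 58 gene lists, 21 lay above and 13 below the random range.

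**Figure D2:**
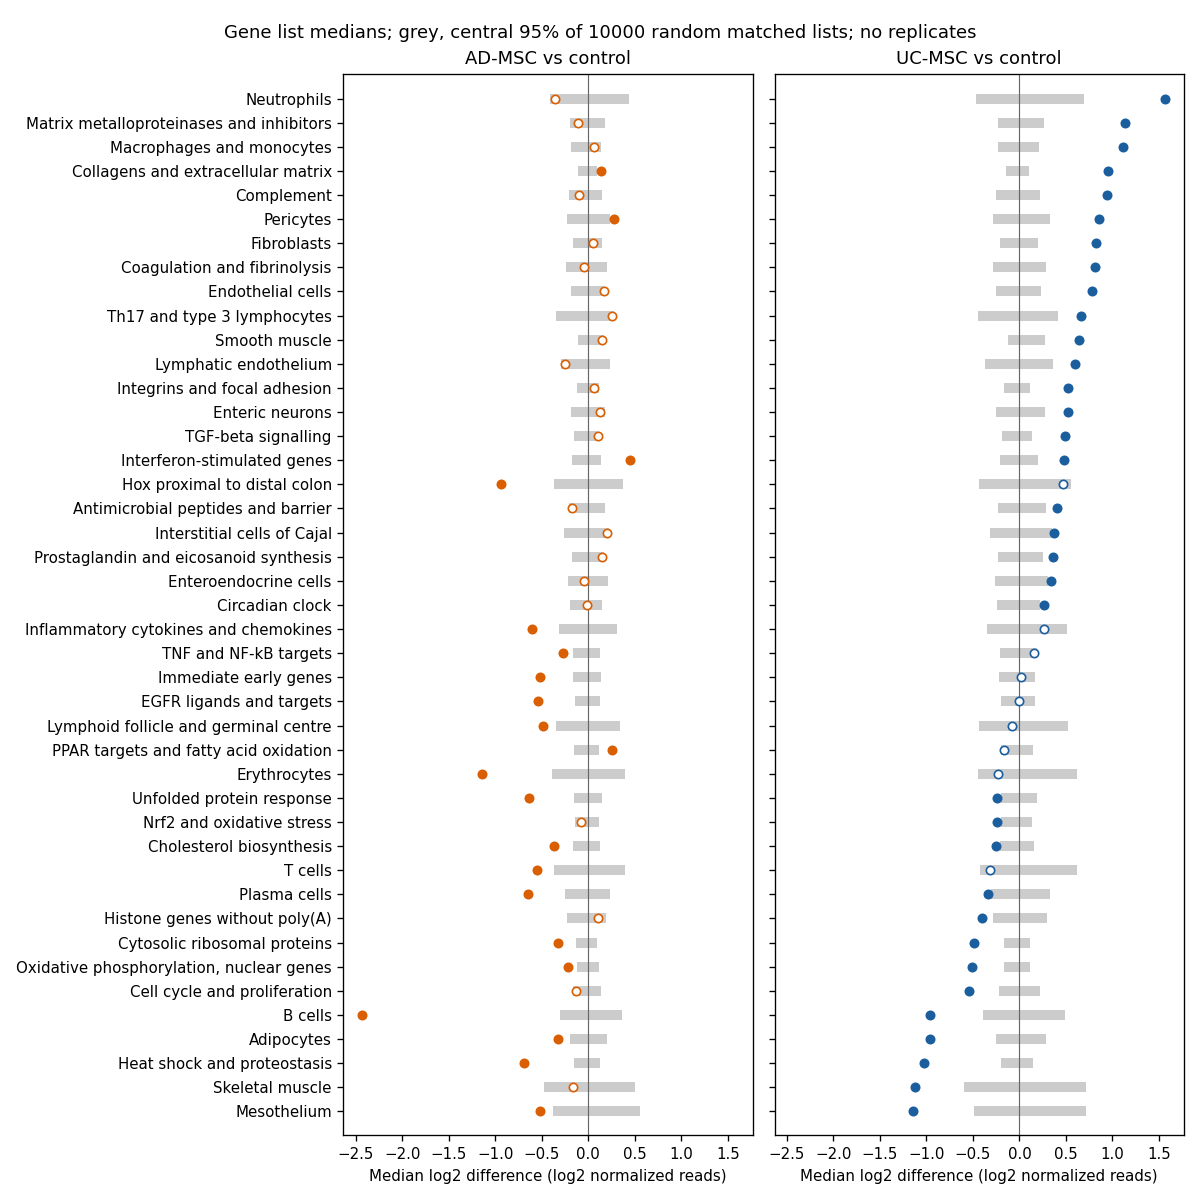
Median log2 difference from control (horizontal axes, log2 normalized reads) of the 43 gene lists outside the random range in at least 1 comparison, for AD-MSC (left) and UC-MSC (right). Filled points lie outside the grey bars, which span the central 95% of 10000 random lists, and open points inside.

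The MSC groups were also compared with each other, to see where the cell origins differed. All 15 B cell genes were higher in UC-MSC than in AD-MSC, with a median of 1.30. Neutrophil, macrophage, complement and coagulation genes had medians of 1.67, 1.01, 1.07 and 1.10, and with no filter the neutrophil and coagulation medians were 1.07 and 0.57. Matrix metalloproteinases had a median of 1.10 and all 32 collagen and matrix genes were higher, with a median of 0.84. *Timp1* was 7.96-fold higher, *Mmp10* 9.25-fold higher and *Il11* 7.83-fold higher. TNF and NF-kB targets had a median of 0.48, EGFR ligands and targets a median of 0.55, and immediate early genes a median of 0.56, all above the random range. Cell cycle genes had a median of -0.46, PPAR targets a median of -0.29 and oxidative phosphorylation genes a median of -0.33. The Hox list had a median of 0.77, which moved to 0.17, inside the random range, with a minimum mean of 50.

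Among single genes, *Ang4* was 12.2-fold and the protease inhibitor gene *Slpi* 12.5-fold higher in UC-MSC than in AD-MSC. The squamous genes *Sprr2h* and *Crnn* were 15.0-fold and 14.5-fold higher. *AI747448*, *Aldh1a3* and *Ugt1a9* were 10.6-fold, 9.91-fold and 9.58-fold higher. *Cel* and *Pnliprp2* were 21.7-fold and 11.4-fold higher, and *Ctrb1* had a log2 value of 5.32 in UC-MSC while AD-MSC was listed at the floor of the table. *Slc30a10* was 14.9-fold, *Otc* 12.3-fold and *Azgp1* 10.3-fold lower in UC-MSC. *Cldn2*, a pore-forming tight junction gene, was 7.20-fold lower. *Nxpe2*, *Esco2*, *Hpca*, *Slc1a2*, *Mettl7a2* and *Nox1* were between 5.52-fold and 6.97-fold lower. The floor also makes the folds of *Sprr2h*, *Cel*, *Pnliprp2*, *Ugt1a9*, *Otc*, *Hpca* and *Mettl7a2* understated here. Of 15074 genes compared, 679 were at least 2-fold higher and 346 at least 2-fold lower, so that 66.2% were higher, and 54.0% were higher after scaling to equal totals. Of 58 gene lists, 30 lay above and 8 below the random range.

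Some lists differed from control in the same direction in both MSC groups. B cell, plasma cell, heat shock, unfolded protein response, cholesterol biosynthesis, adipocyte, mesothelium, ribosomal protein and oxidative phosphorylation genes lay below the random range in each, and interferon-stimulated, pericyte and collagen genes lay above it in each. In UC-MSC, with a minimum mean of 50, plasma cell genes moved inside the range with a median of -0.07 and cholesterol biosynthesis genes with a median of -0.20, and plasma cell genes did so with protein-coding genes alone, with a median of -0.25. The ribosomal protein and oxidative phosphorylation lists were measures of RNA quality. Both groups were compared with the same control mean, which adds likeness where no effect exists. Over 15040 genes, the differences of the MSC groups correlated with Pearson's r = 0.44 and Spearman's rho = 0.48 across genes, which are not independent replicates. Shuffling the 3 group values within each gene 100 times gave a mean r of 0.50. The covariance was 0.112 and its mean over the shuffles was 0.138. In both groups, 118 genes were at least 2-fold higher and 70 at least 2-fold lower. Shuffling gave means of 149.7 (range 124 to 177) and 144.1 (range 118 to 168), and independent lists of the same sizes would share 13.2 and 8.41 genes. Both counts, and r, lay below the lowest value of the shuffles (0.475 for r), and rho lay inside their range of 0.44 to 0.48. Shuffling treats the 3 groups as alike, but UC-MSC lay furthest from the other groups. Values below the shuffles therefore do not show that less was shared than without a common response. The share of genes with the same sign, 68.9%, lay above the highest of the shuffles, 67.7%. These measures pointed different ways, so whether the MSC groups shared a response stays open. In the mean of both MSC groups, 283 genes were at least 2-fold higher and 194 at least 2-fold lower than in control. In that contrast 19 of 58 lists lay above and 16 below the random range.

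**Figure D3:**
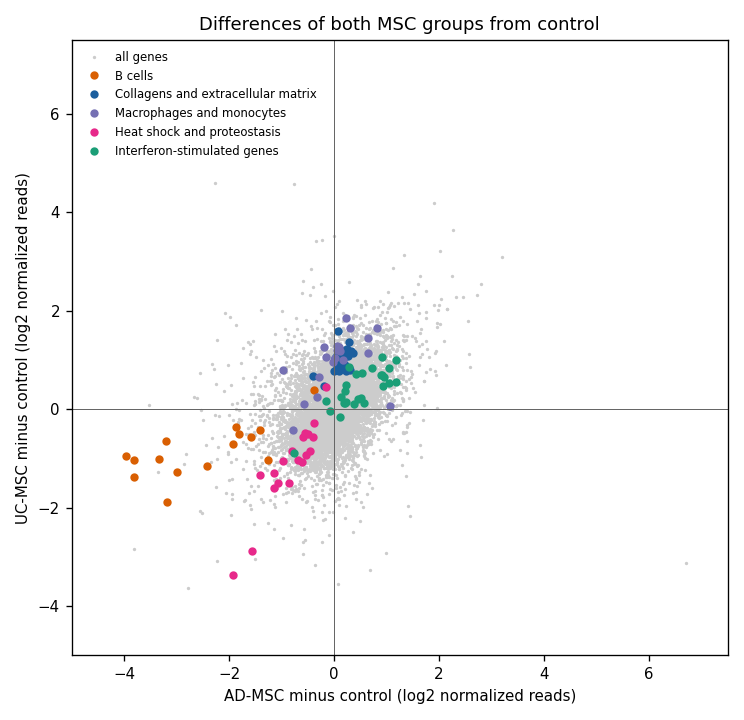
Log2 difference of AD-MSC from control (horizontal axis) against that of UC-MSC from control (vertical axis), in log2 normalized reads, for 15040 genes (grey) and the members of 5 gene lists (coloured points), each point 1 gene without replicates. B cell genes had medians of -2.43 and -0.96, macrophage genes 0.06 and 1.11, and heat shock genes -0.69 and -1.02.

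Of the genes and pathways that the study named, *Ccr6* was lower in both MSC groups. *Ccr6* (chromosome 17, 8236043 to 8257127), a chemokine receptor of B cells and T helper 17 cells, had 17.2 normalized reads in control, 2.20 in AD-MSC and 8.48 in UC-MSC. *Tnf* had 40.8 normalized reads in control, 36.4 in AD-MSC and 53.8 in UC-MSC. *Tgfb1* had 91.4, 74.3 and 134 normalized reads in control, AD-MSC and UC-MSC, and *Vegfa* had 319, 461 and 443. *Il6* and *Il17a* had 3.67 and 2.30 normalized reads in control, under the minimum used, and *Il10* was listed at the floor in control and AD-MSC, so no difference was detectable at this depth. T cell receptor signalling genes had medians of -0.05 in AD-MSC and 0.25 in UC-MSC, both inside the random range. TNF and NF-kB targets and EGFR ligands and targets lay below the random range in AD-MSC, and inside it in UC-MSC with medians of 0.15 and -0.00. The study's pathways came from a pathway analysis of its differentially expressed mRNAs. The medians here used other gene lists, and members that move in opposite directions cancel in them. They therefore do not test the pathway results of the study.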

Values the study reported

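With thresholds of p below 0.05 and at least a 2-fold change, the study reported 451 mRNAs for AD-MSC, 893 for UC-MSC and 74 in common to both. With the p threshold alone, it reported 1627, 3064 and 525 mRNAs. Among the 74 shared mRNAs the study named Ccr6 as lower. It gave 12 pathways for AD-MSC and 26 for UC-MSC with both thresholds, and 50 and 89 pathways with the p threshold alone.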

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

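Both tests in this part were chosen after the result was seen. Reads of pancreatic enzyme genes, which a colon sample should hold in small amounts, appeared in the UC-MSC group. The pancreas list, written before the data were examined, had too few genes above the minimum mean to be compared. Of 14 pancreas list genes, 5 had over 100 raw reads in 1 UC-MSC library only (*Amy2b*, *Cela2a*, *Prss2*, *Try5* and *Pnlip*), and 0 did so in a control library. *Pnlip* had 3113 raw reads and *Cela2a* 1702. These 5 were among 6 list genes over 100 raw reads. They had no reads in the other UC-MSC libraries, which argues against an effect of UC-MSC injection on the whole group for these genes. They were picked for having reads in 1 library, and *Ctrb1* had reads in all 3 UC-MSC libraries, so for *Ctrb1* such an effect stays open. All 7 pancreas list genes with reads in a single UC-MSC library had them in the same library, which is consistent with a piece of pancreas, or its RNA, in that sample. How the RNA came there stays open.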

How the results depend on the processing

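No paired analysis was possible because the table gives 1 averaged column per group. For the same reason the planned runs that leave out each library, fit only 2 groups, add a block, or use another test or set test were not run. Scaling to equal totals, the minimum mean of 50, reads in every library and protein-coding genes alone were chosen after seeing the data. Counts of 2-fold genes stayed within 1.5 times of the main count with median-centring, quantile normalization, a pseudocount of 0.1, scaling to equal totals, reads in every library and protein-coding genes alone. They moved further in 3 settings, each of which changes which low genes can reach 2-fold. With no filter, genes higher and lower numbered 1145 and 1089 for AD-MSC against control, 1708 and 1363 for UC-MSC against control, 1561 and 1296 for UC-MSC against AD-MSC, and 888 and 852 for both MSC groups, with 364 and 432 shared. With a pseudocount of 10, they were 75 and 134, 362 and 167, 355 and 145, and 71 and 74, with 23 and 35 shared. With a minimum mean of 50, they were 64 and 82, 324 and 153, 276 and 123, and 72 and 51, with 29 and 21 shared. Lists below the random range numbered 8 for UC-MSC and 9 for both MSC groups with a minimum mean of 50, and lists above it numbered 7 for AD-MSC with protein-coding genes alone. The cause was not tested. The correlation of both differences moved by less than 0.1 in all settings. Scaling to equal totals moved the median of all genes to -0.15 for UC-MSC against control and -0.11 against AD-MSC, and reversed 0 of the 128 list medians outside the random range. Medians near 0 inside the range can change sign with it. Between the MSC groups, the mesothelium median reversed to 0.20 with reads in every library and the erythrocyte median reversed to -0.017 with no filter, for causes not tested. Of 86 named-gene differences 0 reversed, but 61 moved with a pseudocount of 10 and 29 with quantile normalization, and 51 could be computed with reads in every library. Lists left the side of the random range they had been on 12 times with a minimum mean of 50, 8 times with no filter, 5 times with reads in every library, 2 times with protein-coding genes alone and 1 time with quantile normalization. Of the 128 list medians, 34 moved with no filter, 28 with a pseudocount of 10 and 34 with equal totals. Depth limits genes of few reads, among them the cytokines *Il6*, *Il17a* and *Il10*.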

Other observations

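The circadian list had a median log2 difference from control of 0.26 in UC-MSC, with 12 of 16 genes higher and 2 of them at least 2-fold, and the output regulators *Dbp* and *Tef* were 3.74-fold and 2.19-fold higher. It moved inside the random range, at percentile 97.3, with a minimum mean of 50. Prostaglandin genes had a median of 0.36, with the prostacyclin receptor gene *Ptgir* 4.41-fold higher, and moved inside the range in the same setting. Nrf2 targets had a median of -0.24, with 9 of 26 genes higher. *Nqo1* was 2.22-fold lower but the metallothionein gene *Mt2* 2.51-fold higher. Enteroendocrine genes had a median of 0.33, and *Cck* was 5.29-fold higher. The lists of T helper 17 and type 3 lymphocytes, skeletal muscle and interstitial cells of Cajal had medians of 0.67, -1.12 and 0.37 over few genes. Scaled to equal totals, the circadian, prostaglandin, enteroendocrine, Cajal cell and Nrf2 medians were 0.13, 0.23, 0.20, 0.24 and -0.38. With no filter, the T helper 17 list moved to a median of 0.025 and the skeletal muscle list to 0, both inside the random range, and the skeletal muscle list was also inside, at -0.48, with reads in every library. Between the MSC groups, dendritic cell, regulatory T cell and MHC class II genes were higher in UC-MSC, with medians of 0.79, 0.65 and 0.32. The MHC class II list moved inside the range, at percentile 96.05, with a minimum mean of 50. Goblet, intestinal stem and tuft cell, hypoxia, apoptosis, glucocorticoid, enteric glia, mast cell and platelet lists lay inside the random range in all comparisons.

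A list of squamous epithelium genes, written after *Krt36* and *Crnn* were seen, had a median of -1.79 in AD-MSC and 0.66 in UC-MSC against control. Its direction is not independent of that choice. In UC-MSC, *Flg* and *Dsg3* had 125 and 102 raw reads in 1 library only, another one than the library with pancreatic genes. The variance of log2 differences was split by group on the assumption that the MSC groups shared no response. The parts were 0.112 for control, 0.0911 for AD-MSC and 0.213 for UC-MSC. Any shared response would be counted in the part of control.

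All tests of this paragraph were chosen after the result was seen. B cell genes were lower in AD-MSC, and fewer reads are argued against, since the summed raw means were 8.22e+06 reads in AD-MSC and 7.30e+06 in control. A loss of leukocyte RNA of every kind is argued against by the macrophage median of 0.058. Pieces with fewer follicles or from another stretch of the colon cannot be told apart from an effect of the cells, because the Hox list differed too, with a median of -0.94, and single mice could not be matched. An effect of AD-MSC injection on B cells stays open and was not tested.

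The length tests of this paragraph were written before their result was seen and the others after. For the higher stromal and myeloid lists in UC-MSC, transcript length is argued against: taking off the median of genes of like exon length, in 20 bins, left at least 93.2% of the medians of the collagen, metalloproteinase, fibroblast and macrophage lists. For the lower ribosomal and respiratory chain lists length stays open as part of the cause, since 74.0% of the ribosomal and 85.3% of the respiratory chain median was left. A lower share of epithelium alone would raise all other cell types. The adipocyte, mesothelium and B cell medians of -0.96, -1.14 and -0.96 argue against it as the only cause. Colonocyte, goblet and intestinal stem cell medians of 0.06, 0.11 and 0.12 lay inside the random range. In these lists 11 of 21, 12 of 15 and 6 of 12 genes were higher. Fibroblast, smooth muscle, endothelial and enteric neuron lists were higher, however. Pieces that differed in their mix of tissues therefore cannot be told apart from an effect of the cells. Reads from the injected human cells would not bring the macrophage median of 1.11. The collagen median was 0.95 in UC-MSC and 0.14 in AD-MSC, which argues against a like amount of human collagen reads in both groups. Human reads in UC-MSC alone cannot be told apart from mouse collagen expression, because the table gives no sequences. An effect of UC-MSC injection stays open and was not tested.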
